A study of Homo sapiens with 36 samples. Its data were reported in "Discovery and Prediction Study of the Dominant Pharmacological Action Organ of Aconitum carmichaeli Debeaux Using Multiple Bioinformatic Analyses" (2024).

How the data were processed

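RNA sequencing was carried out by the authors on 2 human cell lines that had been exposed for 24 h to a hot water extract of *Aconitum carmichaeli* Debeaux (ACD), a medicinal plant of the monkshood genus, to wortmannin or to vehicle. SW1783 is an astrocytoma line and HT29 is a colorectal adenocarcinoma line. The 36 libraries formed 12 groups of 3 replicates. Per cell line, batch A held a vehicle group and a group given 10 µM wortmannin, an inhibitor of the lipid kinase PI3K that served as positive control. Batch B held its own vehicle group and 3 ACD groups, named high, medium and low, at 500, 100 and 20 µg/mL. According to the labels the vehicle was 0.1% DMSO.

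The authors prepared directional mRNA libraries, sequenced them as paired-end reads on an MGI instrument, trimmed adapters with Trim Galore, aligned the reads to GRCh38 with STAR and quantified genes with RSEM and an Ensembl annotation. The deposited table holds the RSEM expected counts per gene and library, which were not normalized. The way ribosomal RNA was removed, the strand setting of RSEM and its treatment of reads with several positions were not stated. RSEM divides such reads between genes by a model, so that genes with near-identical copies carry an uncertainty that the counts do not show. Expected counts were rounded to whole numbers here, since 8.84% of the values were not whole. The table had 60675 genes identified by Ensembl gene identifiers, of which 56558 matched a gene symbol. The 4117 others, with 0.142% of the counts, were tested under their identifiers. Gene positions are those of GENCODE v44 on GRCh38, 1-based. The methods name the genome as GRCh38 together with hg19, the name of an older build, and the gene identifiers settle only the annotation, so positions describe the gene and were used in no test.

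Total counts per library ranged from 15941255 to 33866644. A count of 0 allows up to 3 counts, which corresponded to 0.089 to 0.188 CPM (counts scaled to the same library total), and this floor covers counting error only. For genes with a mean normalized count of 100 or more the median standard error (SE) of the log2 fold change at the high dose was 0.07 in SW1783 and 0.121 in HT29.

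Differential expression was tested with the Wald test of DESeq2 1.42.0 in R 4.3.3, the test that the study's methods name, with DESeq2's size factors, independent filtering and Cook's distance handling at their defaults. Tests were two-sided and p-values were adjusted with the Benjamini-Hochberg procedure over the genes of a contrast. A differentially expressed gene (DEG) had an adjusted p-value under 0.05 and an absolute log2 fold change over 0.585, that is, a change of more than 1.5-fold. The 12 libraries of a cell line in batch B shared a fit, and the 6 libraries of batch A shared another. Each treatment was compared with the vehicle of its own batch. The vehicles of both batches were also compared with each other on 6 libraries. Differences between the cell lines were tested as interactions, on 24 libraries for the high dose of ACD and on 12 for wortmannin. In several fits DESeq2 replaced its parametric dispersion trend with a local regression. An adjusted p-value that DESeq2 left out was never set to 1. In the correlation between the cell lines, genes with a mean normalized count of 10 or more in both were used.

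Named genes followed a rule. Among the DEGs with a mean normalized count of 100 or more and with all 3 treated libraries on one side of all 3 vehicle libraries, which chance gives for 10% of genes, the largest changes of each sign were named. The number per sign was 5 for the high dose, 2 for the medium and low doses, and 3 for wortmannin and for the interaction at the high dose. Normalized counts are given as mean ± SD with n = 3 and log2 fold changes as ± SE.

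The networks that the study built for the brain system (BSN) and for the intestinal system (ISN) were represented by their member lists, with 1039 and 366 protein nodes, of which 1036 and 364 matched a gene. The lists were drawn up by the study without these libraries. The BSN list used here was a single node short of the network described by the study, and in the ISN list more proteins were marked as dockable than the study's text counts, for reasons that were not established. DEGs among network members were compared with DEGs among the other genes by two-sided Fisher's exact tests over genes with an adjusted p-value, and with 10000 random lists matched on mean expression in 50 bins. Hubs were nodes with a degree over 11 in the BSN and over 6 in the ISN. Intervals of shares are 95% Wilson intervals. Spanning of the networks by neighbouring nodes was not analysed here.

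Instead of KEGG sets, 14 gene lists written from general knowledge were tested. They covered the TGF-beta pathway, MAPK/ERK output, inflammatory NF-kB targets, calcium signalling, long-term potentiation (LTP), phagocytosis and lysosome, cholesterol biosynthesis, the unfolded protein and amino acid stress response, the NRF2 oxidative response, aryl hydrocarbon receptor (AhR) targets, the cell cycle, targets raised on loss of PI3K signalling through FOXO factors, the interferon response, and metallothioneins. The camera test of limma 3.58.1 was used on voom log2 CPM with a preset correlation between genes of 0.01, and p-values were adjusted over 168 tests, that is, 14 lists in 12 contrasts. Identity markers of each cell line and the proteins that the study named as core docked proteins were described by their counts without a test.

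The groups, tests, thresholds, lists, rule for named genes and alternatives were set before the data were examined, except 1 alternative. The alternatives were edgeR 4.0.16 (quasi-likelihood test with TMM factors), DESeq2 with TMM-derived size factors, adjusted p-values without the fold threshold, a filter of at least 10 counts in 3 libraries without independent filtering, counts thinned to the smallest library, the replicate number as a block, a fit on the 2 groups compared, a fit on all 18 libraries of the cell line, the vehicle of the other batch, and each replicate left out in turn. For networks, all nodes and genes of the table were used as background. For lists, fry, camera with an estimated correlation and fgsea 1.28.0 on the Wald statistic were used. Removal of each library's trend on transcript length and GC content was added after seeing the data.

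Replicate numbers in the labels were checked for pairing with the correlation, across genes, of same-numbered libraries' deviations from their group means. Same-numbered vehicles of batches A and B correlated at 0.767, 0.456 and 0.619 in HT29 and at 0.222, 0.16 and 0.159 in SW1783, so the numbers paired the vehicles across batches. Treated libraries were not paired with the same-numbered vehicles of their batch.

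The procedure was tested on simulated counts drawn from the means and sizes of the real libraries, with 200 genes changed 2-fold or 4-fold. The changed genes were drawn only from genes above a minimum count, so recovery of genes with few counts was not tested. Nor was recovery of changes near the 1.5-fold threshold. DESeq2 recovered 100% of genes changed 4-fold in both cell lines. Of genes changed 2-fold it recovered 100% in SW1783, with 0 false calls among 21165 genes, and 95% in HT29, with 9 false calls among 20617 genes. Both edgeR and the list test were tested in the same way. Figures were drawn with Python 3.11.15.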

Results

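RNA sequencing of SW1783 and HT29 cells provided 36 libraries, 18 per cell line, with 3 replicates in each of 12 groups. The question was whether a water extract of ACD acts more strongly on cells of brain or of intestinal origin. Total counts per library ranged from 18863863 to 26436867 in SW1783 (median 22303972) and from 15941255 to 33866644 in HT29 (median 22849798). The number of genes with 10 or more counts was 15020 to 16216 in SW1783 and 13757 to 15763 in HT29. The high dose of ACD in HT29 had the most uneven depth of its replicates, with 23824513, 15941255 and 33866644 counts for replicates 1, 2 and 3.

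Identity markers fixed in advance separated the cell lines. All values here are CPM, as mean ± SD over the 18 libraries of a line (n = 18). Vimentin (VIM) was at 4560.1 ± 259.8 in SW1783 and at 0.049 ± 0.049 in HT29, and COL1A2 at 1729.7 ± 607.7 and 0. The epithelial markers EPCAM and KRT20 were at 524.4 ± 39.8 and 260.7 ± 24.2 in HT29 and at 0.045 ± 0.059 and 0.002 ± 0.009 in SW1783. CD44, at 2525 ± 337.8 and 512.4 ± 52.5, and KRT18, at 185.4 ± 59.7 and 3618 ± 318.3 in SW1783 and HT29, were counted in both lines.

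Replicates were compared by a chi-square statistic of the counts of library pairs per degree of freedom, which is near 1 when libraries differ by sampling noise only. Within groups it ranged from 1.68 to 3.77 in SW1783 and from 2.43 to 71.5 in HT29, so replicates differed by more than sampling noise. Each replicate was counted as a sample of its own, as labelled. The statistic cannot show separate cultures, because vehicles that may share a culture, described below, also lay above 1. In the high dose group of HT29, replicate 2 lay apart. Thinned to equal depth, it gave 60.99 against replicate 1 and 56.68 against replicate 3, while replicates 1 and 3 gave 6.52 against each other. Vehicles that carried the same number in batches A and B were closer, with 1.53 to 1.64 in SW1783 and 1.46 to 1.53 in HT29, than vehicles with different numbers, with 2.04 to 3.12 and 4 to 17.7. They entered separate comparisons in the fits reported, except in the comparison of vehicles. The marker values above and the alternative with all 18 libraries of a line counted them as separate libraries, so their n may exceed the number of independent cultures.

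To compare the response of the cell lines to ACD, DEGs were counted at each dose against the vehicle of batch B (n = 3 per group). At the high dose, SW1783 had 3546 DEGs, of which 1684 were upregulated and 1862 downregulated, and HT29 had 480, of which 212 were upregulated and 268 downregulated. Protein-coding genes made up 2832 and 330 of these. The number in SW1783 was 7.39 times that in HT29. Across the alternatives this ratio lay between 6.16, without replicate 2 of the high dose in HT29, and 11.31, with fits on only the groups compared. The alternative that moved the counts most was the adjusted p-value without the fold threshold, which gave 9040 genes in SW1783 and 1253 in HT29. In well-counted genes, with a mean normalized count of 100 or more, 19.23% of 11264 genes in SW1783 and 2.67% of 10927 genes in HT29 changed more than 1.5-fold, whatever their p-value. The medium dose gave 537 DEGs in SW1783 (329 upregulated, 208 downregulated) and 136 in HT29 (70 upregulated, 66 downregulated). The low dose gave 11 DEGs in SW1783 (9 upregulated, 2 downregulated) and 51 in HT29 (23 upregulated, 28 downregulated). At the medium dose 455 of the DEGs in SW1783 and 76 in HT29 were protein-coding. At the low dose 9 in SW1783 and 20 in HT29 were protein-coding, the latter with 17 upregulated and 3 downregulated.

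The counts at the low dose were the least certain. In SW1783 they fell to 6 without replicate 1 or 2 of the low dose and to 7 without replicate 3 of the vehicle, and rose to 30 with edgeR. In HT29 the 51 DEGs became 18 with edgeR, 26 without replicate 2 of the vehicle and 33 without replicate 3 of the low dose. At the medium dose, HT29 had 88 DEGs without replicate 3 of that dose. The share of upregulated genes there, 51.5%, became 52.4% to 67% with a replicate left out, so the balance was not stable.

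**Figure D1:**
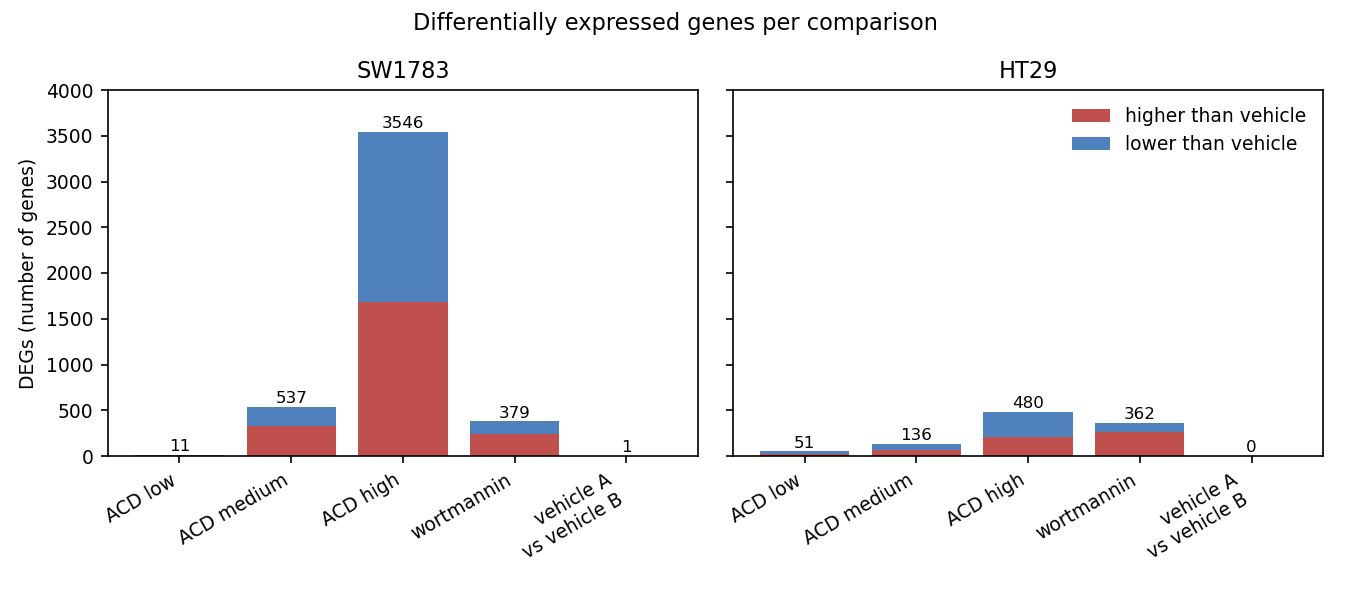
Number of DEGs (vertical axis, genes) in each contrast (horizontal axis) for SW1783 and HT29, as stacked bars of upregulated genes (lower part) and downregulated genes (upper part), with the total printed on each bar. The high dose in SW1783, with 1684 genes up and 1862 down, stands above the other contrasts.

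At the high dose in SW1783, 2158 DEGs met the conditions for naming. Values are normalized counts at the high dose and in vehicle (mean ± SD, n = 3), log2 fold changes ± SE and adjusted p-values of DESeq2. GDF15 (ENSG00000130513; chromosome 19, 18374731 to 18389176) rose from 78 ± 12.6 to 8795 ± 241.5, a log2 fold change of 6.81 ± 0.10, with an adjusted p-value below what the software prints. KCP (ENSG00000135253; chromosome 7, 128862042 to 128910719) rose from 9.7 ± 2.1 to 329.6 ± 27.3, by 5.08 ± 0.31 (adjusted p = 7.41e-58). NGFR (ENSG00000064300; chromosome 17, 49495293 to 49515008) rose from 23.7 ± 1.6 to 663 ± 55.2, by 4.81 ± 0.20 (adjusted p = 1.53e-121). These 3 genes overlap 1 other annotated gene each on the same strand, so their counts are uncertain to that extent. HKDC1 (ENSG00000156510; chromosome 10, 69220332 to 69267552) reached 1142 ± 70.2 from 42.6 ± 9.4, a change of 4.73 ± 0.15 (adjusted p = 1.28e-210). ATF3 (ENSG00000162772; chromosome 1, 212565334 to 212620777) reached 1014 ± 45.9 from 38.3 ± 2.1, a change of 4.73 ± 0.17 (adjusted p = 8.32e-179).

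The largest falls in SW1783 at the high dose were smaller than these rises. VAV3 (ENSG00000134215; chromosome 1, 107571161 to 107965180) went from 387.4 ± 30.9 normalized counts to 29.1 ± 3.1, a DESeq2 log2 fold change of -3.74 ± 0.19 (adjusted p = 2.43e-87). RAB7B (ENSG00000276600; chromosome 1, 205976740 to 206003461) went from 662.5 ± 16.7 to 65.1 ± 5.4, with -3.35 ± 0.14 (adjusted p = 5.32e-120). CCN4 (ENSG00000104415; chromosome 8, 133191039 to 133231690) went from 274.9 ± 22.8 to 28 ± 5, with -3.28 ± 0.20 (adjusted p = 2.78e-61). FAM13C (ENSG00000148541; chromosome 10, 59246130 to 59363181) went from 164.7 ± 15.2 to 18.6 ± 6, with -3.18 ± 0.24 (adjusted p = 1.33e-37). RASL11A (ENSG00000122035; chromosome 13, 27270830 to 27275192) went from 201.8 ± 28.5 to 24.4 ± 1.6, with -3.05 ± 0.22 (adjusted p = 6.07e-43). SDs are over n = 3. That these changes were larger than the spread between replicates followed from the rule for naming, so it is no separate evidence.

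At the high dose in HT29, 256 DEGs met the same conditions. CYP1A1 (ENSG00000140465; chromosome 15, 74719542 to 74725536) rose from 6.9 ± 3.7 to 2384 ± 131.8 normalized counts (SD, n = 3), a DESeq2 log2 fold change of 8.34 ± 0.39 (adjusted p = 2.21e-97). The mitochondrial ribosomal RNA MT-RNR1 (ENSG00000211459; chromosome MT, 648 to 1601) rose from 31080 ± 2003 to 735959 ± 40757, by 4.57 ± 0.09, with an adjusted p-value below what the software prints. CXCL1 (ENSG00000163739; chromosome 4, 73869393 to 73871308) rose from 39.7 ± 7 to 649.8 ± 160.9, by 4.05 ± 0.21 (adjusted p = 7.36e-78). RN7SL2 (ENSG00000274012; chromosome 14, 49862550 to 49862849) and RN7SL1 (ENSG00000276168; chromosome 14, 49586580 to 49586878), near-identical copies of the 7SL RNA gene, rose by 4.13 ± 0.56 (adjusted p = 3.29e-11) and 3.59 ± 0.60 (adjusted p = 2.25e-07). Their means of 2854 ± 2351 and 1643 ± 1627 had SDs nearly as large as themselves, against 162.7 ± 51.8 and 136.7 ± 38.5 in vehicle, and both are uncertain because reads were shared between copies.

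Among the falls in HT29 at the high dose were lncRNA genes of chromosome 21 with identical values in the treated groups. ENSG00000280614 (8393419 to 8394341) and ENSG00000281181 (8437629 to 8438551) both had 2652 ± 814.1 normalized counts, against 23877 ± 1987 and 21969 ± 1680 in vehicle (SD, n = 3). Their DESeq2 log2 fold changes were -3.17 ± 0.28 (adjusted p = 7.83e-27) and -3.05 ± 0.28 (adjusted p = 7.38e-25), and both are uncertain as copies that share reads. MT-ND4 (ENSG00000198886; chromosome MT, 10760 to 12137), which overlaps an annotated gene on its strand, fell from 248309 ± 25620 to 82197 ± 22119, with -1.60 ± 0.21 (adjusted p = 1.55e-11). Its pseudogene copy MTND4P12 (ENSG00000247627; chromosome 5, 134926660 to 134928036), uncertain for the same reason, fell from 282.1 ± 178.7 to 79.2 ± 50, with -1.85 ± 0.46 (adjusted p = 0.0018). SLC14A1 (ENSG00000141469; chromosome 18, 45687025 to 45752520) fell from 197.4 ± 15.2 to 65.4 ± 4.4, with -1.57 ± 0.16 (adjusted p = 1.46e-19).

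The lower doses were compared with the same vehicles. In SW1783 at the medium dose, MT-RNR1 reached 306869 ± 11166 normalized counts from 13849 ± 448.3 (SD, n = 3), a log2 fold change of 4.47 ± 0.05, and GDF15 reached 1037 ± 61.1 from 78 ± 12.6, a change of 3.73 ± 0.10 (DESeq2 adjusted p = 1.25e-276). VAV3 fell to 121.5 ± 9.2, with -1.68 ± 0.13 (DESeq2 adjusted p = 1e-35), and TXNIP (ENSG00000265972; chromosome 1, 145992435 to 145996579) from 177.3 ± 10.6 to 53 ± 12, with -1.75 ± 0.20 (DESeq2 adjusted p = 4.91e-17). At the low dose in SW1783, MT-RNR1 and MT-RNR2 (ENSG00000210082; chromosome MT, 1671 to 3229) changed by 2.64 ± 0.05 and 1.70 ± 0.05. PTGS2 (ENSG00000073756; chromosome 1, 186671791 to 186680922) fell from 2023 ± 75.4 to 1284 ± 73.9, with -0.65 ± 0.06 (DESeq2 adjusted p = 1.99e-26). CCL2 (ENSG00000108691; chromosome 17, 34255274 to 34257208) fell from 478.3 ± 37 to 311.7 ± 51, with -0.61 ± 0.12 (DESeq2 adjusted p = 2.71e-05).

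In HT29, CYP1A1 changed by 8.21 ± 0.39 on the log2 scale at the medium dose (DESeq2 adjusted p = 5.22e-94) and by 3.64 ± 0.40 at the low dose (DESeq2 adjusted p = 2.75e-16), with 2183 ± 115.8 and 91.3 ± 45.2 normalized counts (SD, n = 3). Its raw counts were 2, 13 and 8 in the vehicle libraries and 170, 62 and 74 at the low dose. RN7SL2 changed by 3.51 ± 0.56 and 3.69 ± 0.56 at these doses (DESeq2 adjusted p = 1.65e-07 and 8.37e-08). The chromosome 21 gene ENSG00000280614 changed by -3.04 ± 0.28 and -2.79 ± 0.28 (DESeq2 adjusted p = 4.17e-24 and 4.53e-19). ENSG00000280800 (chromosome 21, 8210384 to 8211306) changed by -3.46 ± 0.61 and -2.74 ± 0.61 (DESeq2 adjusted p = 3.27e-06 and 0.0022). At the low dose the latter had an adjusted p of 0.0791 with edgeR. RN7SL2 and the chromosome 21 genes thus changed by about as much at the lower doses as at the high dose.

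Since all doses shared their vehicles, part of the overlap between doses arises by chance, and unchanged groups were simulated against the same vehicles for comparison. Of the 537 DEGs of the medium dose in SW1783, 98.5% moved in the same direction at the high dose and 496 were DEGs there, against 90.8% in the same direction in 20 simulations. In HT29, 99.3% of the 136 DEGs of the medium dose moved in the same direction and 109 were DEGs, against 91.9% in simulations. All 51 DEGs of the low dose in HT29 moved in the same direction (40 DEGs, 92.8% in simulations). For the low dose in SW1783 the 10 of 11 DEGs in the same direction, or 90.9%, did not exceed the simulated 96.4%. The simulated shares are of as many genes with the lowest edgeR p-values, without the fold threshold. No difference in preparation between vehicle and ACD libraries was simulated, and such a difference would also give one direction at all doses. It was not excluded in HT29, so the shares there cannot show a shared response to the extract.

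The share of all counts taken by MT-RNR1 and MT-RNR2 together changed with ACD. In SW1783 it was 0.93% ± 0.02 in vehicle, 3.14% ± 0.16 at the low, 7.83% ± 0.20 at the medium and 5.93% ± 0.15 at the high dose (SD, n = 3). In HT29 it was 1.18% ± 0.04, 1.09% ± 0.09, 2.1% ± 0.12 and 11.96% ± 0.63. With wortmannin the share was 1.02% ± 0.01 in SW1783 and 1.36% ± 0.05 in HT29. The mRNAs of the mitochondrial genome moved the other way, from 4.21% ± 0.11 to 3.26% ± 0.05 in SW1783 and from 8.27% ± 0.66 to 3.52% ± 0.68 in HT29 at the high dose.

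**Figure D2:**
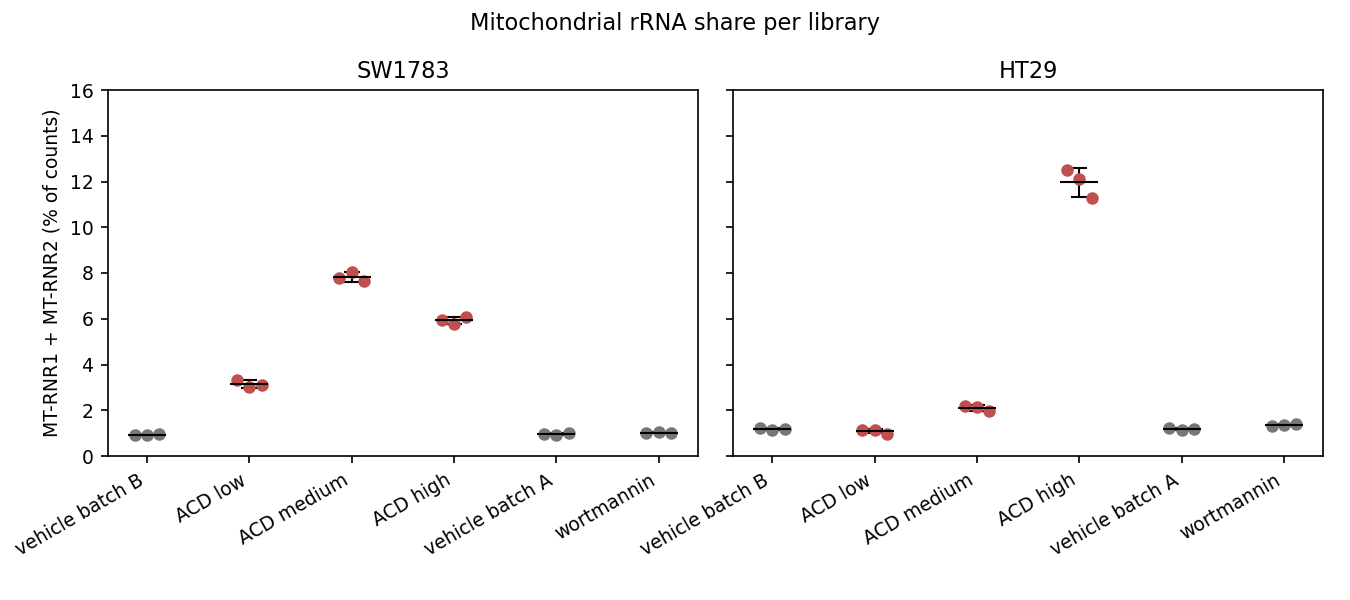
Share of all counts (percent) taken by the mitochondrial ribosomal RNAs MT-RNR1 and MT-RNR2 in each library (points), by group, for SW1783 and HT29, with the mean and SD of 3 replicates per group. In SW1783 the medium dose lies highest, at 7.83%, and in HT29 the high dose, at 11.96%.

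A difference between numbers of DEGs is no test of a difference between responses, so the interaction of cell line and treatment was tested. At the high dose the change of 2689 genes differed between SW1783 and HT29, with 1261 changing more in the positive direction in SW1783 and 1428 in HT29. Without the fold threshold there were 5089. The balance of directions depended on the method, with 46.9% more positive in SW1783 here, 52.1% with edgeR and 52.7% with length and GC trends removed. The share was at most 47.5% with TMM-derived size factors, the low-count filter, thinned counts, the block or a replicate left out. Across 12997 genes with a mean normalized count of 10 or more in both lines, the log2 fold changes correlated with a Spearman rho of 0.168. This correlation is across genes, which are not independent replicates. Of the genes, 159 were DEGs in both lines, of which 83 rose and 48 fell in both, and 28 changed in opposite directions.

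Among these interactions, GDF15 changed by 6.08 ± 0.12 more on the log2 scale in SW1783 than in HT29, where it rose by 0.69 (DESeq2 adjusted p = 3.12e-18). HKDC1 changed by 4.30 ± 0.15 more (DESeq2 adjusted p = 8.4e-173). The difference for NGFR was 3.92 ± 1.08 (DESeq2 adjusted p = 0.00182), but in HT29 both groups were within the floor of 3 counts and edgeR gave an adjusted p of 0.0597, so it was not a firm one. In the other direction, the difference for CYP1A1 was -9.82 ± 0.61 (DESeq2 adjusted p = 1.24e-55). In SW1783 it had 15.4 normalized counts in vehicle and 5.6 at the high dose. For C3 (ENSG00000125730; chromosome 19, 6677704 to 6730562) the difference was -6.88 ± 1.19 (DESeq2 adjusted p = 1.01e-07). C3 was at least 13.3-fold higher at the high dose than the floor in the vehicle of HT29, and had 1214 and 1146 normalized counts at the high dose and in vehicle of SW1783. For RN7SL2 it was -4.78 ± 0.72 (DESeq2 adjusted p = 6.04e-10), uncertain as above.

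Wortmannin, the positive control, gave 379 DEGs in SW1783 (242 upregulated, 137 downregulated) and 362 in HT29 (262 upregulated, 100 downregulated). With edgeR the number in SW1783 was 687. In HT29 the share of upregulated genes, 72.4%, ranged from 58.2% without vehicle replicate 3 to 82.2% without vehicle replicate 1. The change of 458 genes differed between the lines, 120 with a more positive change in SW1783 and 338 in HT29. In SW1783, IGFBP1 (ENSG00000146678; chromosome 7, 45888360 to 45893660) rose from 543.5 ± 24.1 to 1655 ± 76.7 normalized counts (SD, n = 3), a log2 fold change of 1.61 ± 0.07 (DESeq2 adjusted p = 2.27e-124). TMEM132B (ENSG00000139364; chromosome 12, 125186386 to 125662377) changed by 1.56 ± 0.18 (DESeq2 adjusted p = 3.85e-17), and EIF3CL (ENSG00000205609; chromosome 16, 28379579 to 28403841), uncertain as a near-identical copy of another gene, by 1.95 ± 0.53 (DESeq2 adjusted p = 0.00126). CXCL12 (ENSG00000107562; chromosome 10, 44370165 to 44386493) fell from 433.9 ± 14.6 to 189.7 ± 33.5, with -1.20 ± 0.13 (DESeq2 adjusted p = 4.5e-20). ENSG00000282955, without a position in GENCODE v44, changed by -1.35 ± 0.20 (DESeq2 adjusted p = 2.51e-10). ENSG00000256500 (chromosome 14, 103562962 to 103685924), an uncertain readthrough gene that overlaps 3 others on its strand, changed by -1.38 ± 0.49 (DESeq2 adjusted p = 0.0166).

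In HT29 with wortmannin, IFI44L (ENSG00000137959; chromosome 1, 78619902 to 78646145) rose from 27.3 ± 5.3 to 355.6 ± 43 normalized counts (SD, n = 3), a log2 fold change of 3.74 ± 0.22 (DESeq2 adjusted p = 5.84e-63). XAF1 (ENSG00000132530; chromosome 17, 6755447 to 6775647) and MX2 (ENSG00000183486; chromosome 21, 41361999 to 41409393) changed by 3.11 ± 0.25 (DESeq2 adjusted p = 5.01e-32) and 3.08 ± 0.23 (DESeq2 adjusted p = 6.36e-40). PTTG1 (ENSG00000164611; chromosome 5, 160421855 to 160428739) fell from 2307 ± 400.3 to 1006 ± 74.8, with -1.20 ± 0.11 (DESeq2 adjusted p = 3.67e-23). UBE2S (ENSG00000108106; chromosome 19, 55399745 to 55407788) changed by -1.03 ± 0.10 (DESeq2 adjusted p = 5.99e-25). Its pseudogene UBE2SP1 (ENSG00000233966; chromosome 17, 15704232 to 15704900) changed by -1.04 ± 0.25 (DESeq2 adjusted p = 0.000525) and is uncertain, since reads of UBE2S can be assigned to it.

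The vehicles of batches A and B, compared to see how far the batches alone differ, gave 1 DEG in SW1783, with 255 genes at an unadjusted p-value under 0.05, and 0 DEGs in HT29, with 50 genes at an unadjusted p-value under 0.05. With the pairs of same-numbered vehicles as a block, SW1783 had 0 DEGs.

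Gene lists were tested to see which pathways moved with each treatment, and 67 of the 168 tests were called at an adjusted p-value of camera under 0.05. The estimated correlation moved this number most, to 32, and with fry 8 of the 67 were lost. The 8 were cell cycle in HT29 at the high and medium doses, MAPK/ERK output in HT29 at the low dose, metallothioneins in HT29 at the medium and low doses, and the interferon response in HT29 at all 3 doses. With fry 28 further tests were called, and 87 in all. Both vehicle comparisons had 0 called lists in the test that ignores the pairing of the vehicles. With the pairs as a block, the TGF-beta pathway was called in the SW1783 vehicles (limma adjusted p = 7.37e-06) and cholesterol biosynthesis in the HT29 vehicles (limma adjusted p = 0.048), with medians of -0.015 and -0.008. Medians are of the limma log2 fold changes of a list's genes, on voom log2 CPM. In SW1783 at the high dose the stress response had a median of 1.60 with 31 of 31 genes higher (limma adjusted p = 9.88e-24), NF-kB targets 1.25 (limma adjusted p = 2.03e-07), MAPK/ERK output 0.84 (limma adjusted p = 2.62e-06), the NRF2 response 0.34 (limma adjusted p = 2.19e-06) and the cell cycle -0.75 with 47 of 48 genes lower (limma adjusted p = 1.01e-20). These 5 were also called with the estimated correlation. Phagocytosis and lysosome genes, at 0.27 (limma adjusted p = 0.00084), and the TGF-beta pathway, at -0.35 (limma adjusted p = 0.000157), were not. Calcium signalling, at -0.15 (limma adjusted p = 0.254), and LTP, with 23 genes higher and 25 lower (limma adjusted p = 0.851), were not called by camera in SW1783 at the high dose, nor with any other dose of ACD in either line. The fry test, which does not compare a list with other genes, called LTP as higher at the high, medium and low doses in SW1783 (limma adjusted p = 0.000187, 0.000605 and 0.0342), and calcium signalling as lower at the high dose (limma adjusted p = 0.00108) and higher at the medium dose (limma adjusted p = 0.00999). Results for these lists thus depend on the test.

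At the medium dose in SW1783 the stress response had a median of 0.98 (limma adjusted p = 1.92e-43), the cell cycle -0.27 (limma adjusted p = 4.41e-24), cholesterol biosynthesis -0.19 (limma adjusted p = 5.78e-08), the NRF2 response 0.14 (limma adjusted p = 0.000157) and phagocytosis and lysosome genes 0.12 (limma adjusted p = 2.17e-05), all also called with the estimated correlation. At the low dose in SW1783 the medians were small, with 0.19 for the stress response (29 of 31 genes higher, limma adjusted p = 2.5e-29) and -0.16 for AhR targets (limma adjusted p = 3.34e-06), and 4 further lists had medians between -0.06 and 0.04.

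In HT29 at the high dose, AhR targets had a median of 0.86 with 10 of 11 genes higher (limma adjusted p = 2e-15), the NRF2 response 0.72 with 25 of 25 higher (limma adjusted p = 7.02e-31), the stress response 0.67 (limma adjusted p = 1.88e-24), NF-kB targets 0.63 (limma adjusted p = 2.91e-16), MAPK/ERK output 0.21 (limma adjusted p = 1.65e-08) and cholesterol biosynthesis -0.14 (limma adjusted p = 0.000228). All 6 were also called with the estimated correlation. The cell cycle, at 0.075 (limma adjusted p = 0.00317), and the interferon response, at -0.21 (limma adjusted p = 0.0277), were called by camera only. The interferon response had the other direction at the medium dose, at 0.20 (limma adjusted p = 4.88e-05), and at the low dose, at 0.30 (limma adjusted p = 1.25e-09). These calls were also lost with the estimated correlation and with fry. The AhR targets and NF-kB targets were called at the medium dose, with 0.66 and 0.47 (limma adjusted p = 1.45e-19 and 7.32e-18), and at the low dose, with 0.22 and 0.41 (limma adjusted p = 4.75e-09 and 4.99e-15). The NRF2 response was called at the medium dose, with 0.34 (limma adjusted p = 3.75e-21).

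With wortmannin the cell cycle list had a median of -0.39 in SW1783, lower in 48 of 48 genes (limma adjusted p = 2.11e-28). In HT29 the cell cycle had -0.335, lower in 36 of 48 genes (limma adjusted p = 1.88e-11). FOXO targets, which rise when PI3K signalling is lost, were higher in both lines. Their medians were 0.26 in SW1783 (limma adjusted p = 4.31e-07) and 0.20 in HT29 (limma adjusted p = 0.00102). Calcium signalling and LTP were among the other lists called in SW1783, with -0.106 and -0.07 (limma adjusted p = 0.00444 and 0.00737). Metallothioneins, with 5 genes tested, had a median of 0.71 in SW1783 (limma adjusted p = 0.0202). In HT29 the interferon response had 1.42 and was higher in 41 of 41 genes (limma adjusted p = 6.22e-40). Of these, only the cell cycle in SW1783 was called with the estimated correlation, which gave an adjusted p of 0.0786 for the interferon response. The floor was checked on medians of the DESeq2 log2 fold changes, which differ in part from the medians above. When genes with a group at the floor were set to their bound, 0 of the 67 medians changed sign. The largest change of a median was 0.47.

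**Figure D3:**
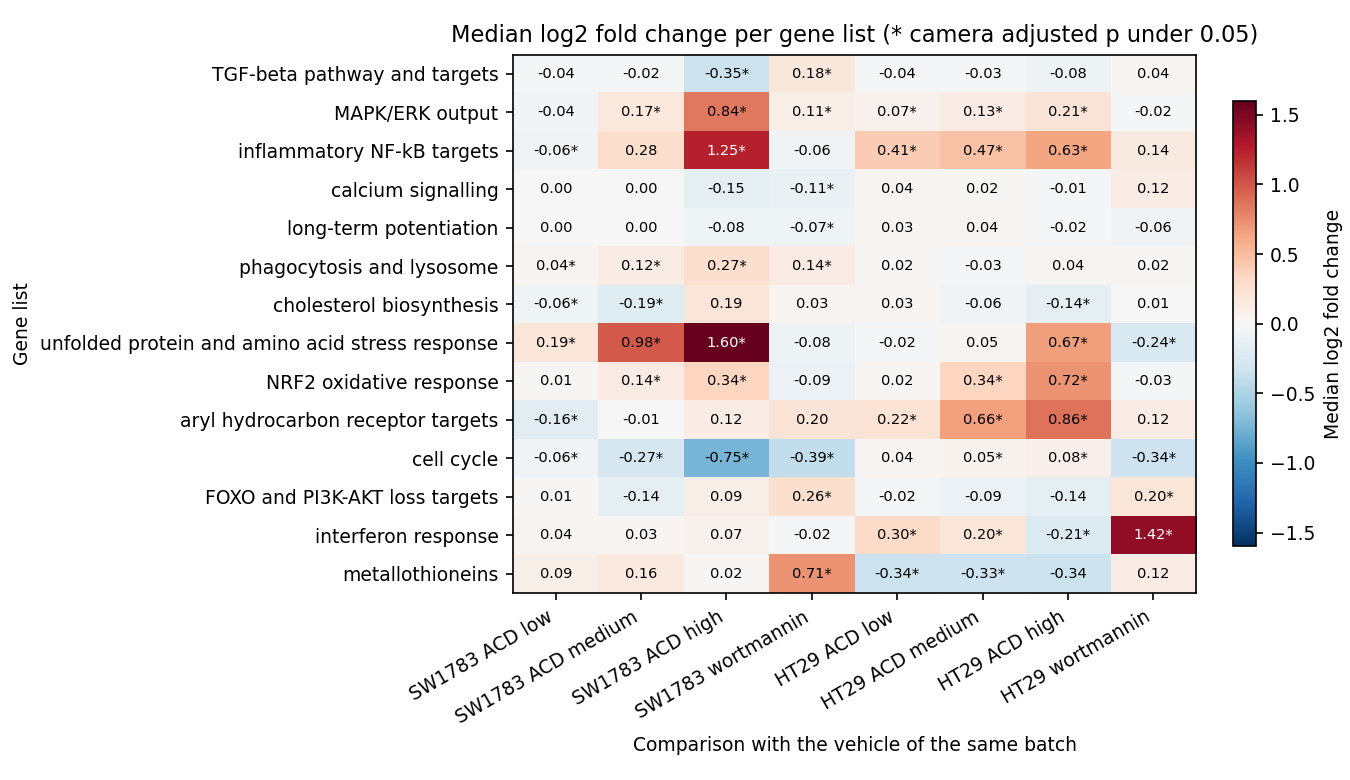
Median log2 fold change of the genes of each of the 14 lists (vertical axis) in each contrast (horizontal axis), as colour and printed value, with a star on tests called by camera. The stress response in SW1783 and the interferon response in HT29 with wortmannin, at 1.60 and 1.42, are the largest positive medians of the treatments.

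The study mapped DEGs of the high dose to its organ networks, and the crossed pairs of network and cell line were added here. In SW1783, 172 of the 1039 BSN nodes (16.55%) were DEGs, 57 upregulated and 115 downregulated, and 170 when p-values were adjusted over the list alone. In HT29, 21 of the 366 ISN nodes (5.74%) were DEGs, 9 upregulated and 12 downregulated, and 25 when adjusted over the list alone. Crossed, 47 ISN nodes (12.84%) were DEGs in SW1783, 42 adjusted over the list alone, and 23 BSN nodes (2.21%) were DEGs in HT29, 22 adjusted over the list alone. Between 36.2% and 57.7% of the nodes had no adjusted p-value and could not be DEGs.

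Over the genes with an adjusted p-value, 25.94% of 663 BSN nodes (95% Wilson interval 22.75% to 29.41%) and 17.96% of 18790 other genes were DEGs in SW1783, an odds ratio of 1.60 (two-sided Fisher's exact p = 6.11e-07). For the ISN in HT29 the shares were 9.68% of 217 nodes (6.42% to 14.34%) and 2.83% of others, an odds ratio of 3.68 (exact p = 1.6e-06). The crossed pairs also had odds ratios above 1, with 1.67 for the ISN in SW1783 (exact p = 0.00404) and 1.88 for the BSN in HT29 (exact p = 0.00869). Random lists of matched expression held 133.5 ± 9.7 DEGs for the BSN in SW1783, 6.8 ± 2.5 for the ISN in HT29, 31.5 ± 4.8 for the ISN in SW1783 and 14.1 ± 3.6 for the BSN in HT29 (SD, 10000 lists), and the observed numbers lay above 98.63% or more of them. With all nodes and genes of the table as background the ratios were larger, at 3.32 for the BSN and 2.41 for the ISN in SW1783 and at 2.94 and 7.98 in HT29. The adjusted p-value without the fold threshold moved them the other way in SW1783, to 1.11 for the BSN (exact p = 0.191) and 0.935 for the ISN (exact p = 0.703), so that neither network stood out in SW1783 by that criterion. Without replicate 2 of the high dose in SW1783 the ISN had 1.31 (exact p = 0.176).

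**Figure D4:**
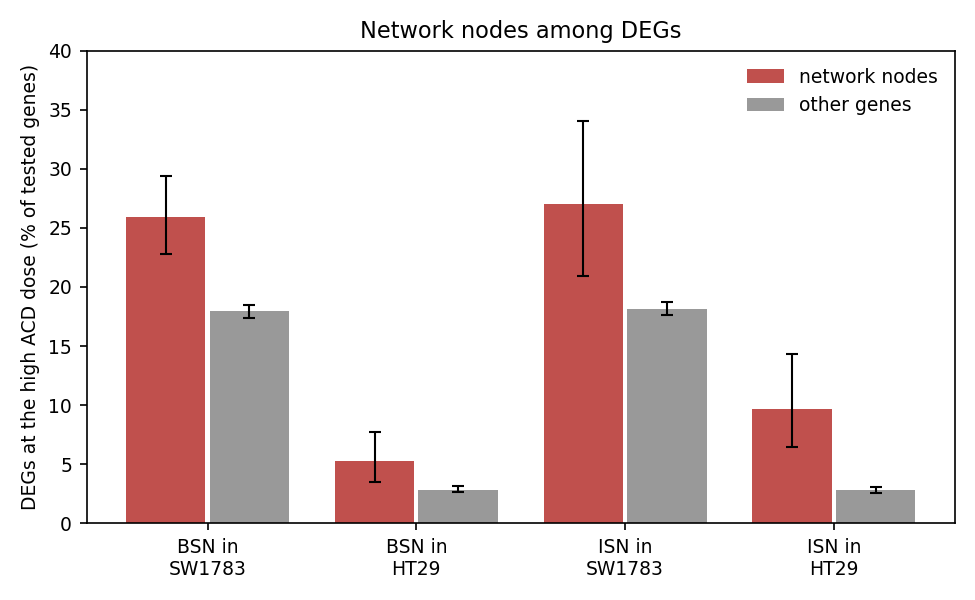
Percent of tested network nodes and of other tested genes that were DEGs at the high dose (vertical axis), for each pair of network and cell line, as bars with 95% Wilson intervals. In each pair the network nodes lie above the other genes, for example 25.94% against 17.96% for the BSN in SW1783.

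Hubs, the nodes with the most connections, were compared with the other nodes of their network. In the BSN, 30 of 135 tested hubs (22.22%) and 142 of 528 other nodes (26.89%) were DEGs in SW1783, an odds ratio of 0.777 (0.478 to 1.24, two-sided Fisher's exact p = 0.322). In the ISN, 7 of 37 hubs (18.92%) and 14 of 180 others (7.78%) were DEGs in HT29, an odds ratio of 2.77 (0.865 to 8.04, exact p = 0.0603). Neither difference passed a threshold of 0.05. When the proteins marked as dockable in the lists used here were added to the DEGs, 55 of 210 BSN hubs (26.19%) and 15 of 74 ISN hubs (20.27%) were included, against 21.11% and 13.7% of the other nodes. Of the proteins so marked, 11 of 69 in the BSN were DEGs in SW1783 and 2 of 36 in the ISN were DEGs in HT29. The ISN values are uncertain, since more ISN proteins were marked than the study's text counts.

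The genes of 8 core docked proteins were counted to see whether the cell lines transcribe them, with detection set at a mean of more than 3 counts over the 3 vehicle libraries of batch B. CACNA1C was clearly detected in SW1783 (mean 637.3 counts), and GRIK4, CHRM2 and RPE65 barely, at means of 16, 5.33 and 4.33. CHRM4, CACNA1E, CHRM1 and CACNA1B were at or under the floor in SW1783, with means of 2, 0.33, 0 and 0. None of the 8 was detected in HT29, where CHRM1 had a mean of 1.67, CACNA1B 0.67, CHRM4 0.33 and the other 5 had 0. A count of 0 in a single one of these libraries is compatible with up to 0.154 CPM in SW1783 and 0.164 CPM in HT29, so low expression was not excluded.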

Values the study reported

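The study reported that a high dose of the extract raised 1388 transcripts and lowered 1465 in SW1783 cells. For HT29 cells it reported 137 raised and 105 lowered transcripts, and described the gap between the cell lines as about 10 times. The study described a BSN of 1040 nodes and an ISN of 366, with 69 and 31 dockable proteins. It gave 16.54% as the part of the BSN hit by SW1783 DEGs and 4.10% as the part of the ISN hit by HT29 DEGs. With dockable proteins and DEGs taken as a single list, it gave 26.19% of BSN hubs and 20.27% of ISN hubs as hit.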

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

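The counts of other splits for genes, the tests of depth and of single libraries behind the numbers of DEGs, and the tests on RN7SL RNA were chosen only after the results had been seen.

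The responses of SW1783 and HT29 differed in a test of the difference itself, for 2689 genes at the high dose of ACD and for 458 genes with wortmannin. Of 200 distinct ways to regroup treated and vehicle libraries within the cell lines, 40 were drawn for each treatment. The labelled split gave the largest count in both, so 1 of 40 splits gave as many genes for ACD and 1 of 40 for wortmannin. These splits are no test of a difference between the lines, since some keep the true labels in 1 line and so still hold its response. For wortmannin, 7 of the splits kept the labels of HT29 and 6 those of SW1783, with up to 382 and 388 genes, while the 26 that kept neither gave 3 or fewer. For ACD, 3 kept the labels of HT29, with up to 197 genes, and the 36 that kept neither gave 80 or fewer. A larger spread between HT29 replicates could hide changes there, but whatever the p-value only 2.67% of well-counted HT29 genes changed more than 1.5-fold, against 19.23% in SW1783. Replicate 2 of the high dose in HT29 was not the whole reason either, since 576 DEGs were found without it. Nor was depth, since thinning all libraries to one total left 9.05 times as many DEGs in SW1783. A stronger response of SW1783 to the same concentration stays open as a hypothesis. Differences in culture, density and growth between the lines were part of the comparison and were not tested.

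At the high dose of ACD, 9 gene lists differed between the lines, given as the median of the genes' differences in log2 fold change, SW1783 minus HT29. These were 0.81 for the stress response, 0.39 for NF-kB targets, 0.39 for cholesterol biosynthesis, 0.35 for FOXO targets, 0.25 for MAPK/ERK output, 0.24 for phagocytosis and lysosome, -0.29 for the TGF-beta pathway, -0.80 for the cell cycle and -1.17 for AhR targets. Of these, 5 were also called with the estimated correlation: the stress response, NF-kB targets, cholesterol biosynthesis, AhR targets and the cell cycle. With p-values adjusted within this contrast 10 lists were called, more than in any other of the 40 splits drawn, so that 1 of 40 gave as many, but a split that kept the labels of SW1783 gave 9 and those that kept neither line gave up to 8, so the number alone separates it little. A trend on transcript length or GC content could shift lists together. With such trends removed, 14 of the 16 lists that differed under either treatment kept their sign and over 50% of their median difference. The medians before removal in this test differ from those above. A response of each pathway that depends on the cell line stays open as a hypothesis. Differences in culture, density and growth between the lines stay open too, and neither was tested for the lists.

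The AhR targets went with the largest single difference, CYP1A1 at -9.82. Its rise in HT29 did not rest on a single library, since 9 of 9 ACD libraries of HT29 lay above every vehicle library of the batch. Of the 15 listed targets, 8 were upregulated DEGs in HT29 at the high dose, and 9 when adjusted over the list alone. Low expression in SW1783 was no sufficient explanation for the set, since 5 of the 8 had a mean of 100 or more counts there. Of these, NQO1 and SLC7A5 were upregulated DEGs in SW1783 at the high dose, with log2 fold changes of 0.62 and 1.68. CYP1B1 fell there, by -1.23. TIPARP, at -0.138 (DESeq2 adjusted p = 0.0704), and ALDH1A3, at 0.115, were under the fold threshold. For CYP1A1 itself low expression does not explain the difference either, since vehicle means were 15.4 normalized counts in SW1783 and 6.3 in HT29, and the high dose had 5.6 and 2206.5. A ligand of the receptor in the extract may be a candidate explanation for HT29, but none was measured.

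Of the other genes that differed at the high dose, GDF15 (6.08) and HKDC1 (4.30) had vehicle means above the floor in both lines. NGFR (3.92) and C3 (-6.88) had vehicle libraries of HT29 at or under the floor of 3 counts, so the size of these differences rests on the model. The RN7SL2 difference (-4.78) cannot be told apart from a difference in preparation between the vehicle and ACD libraries of HT29, since RN7SL1 and RN7SL2 together lay 3.45 higher on the log2 CPM scale at the high dose and the treatment and the preparation cannot be separated in this design. A response growing with the dose was excluded, because the change of RN7SL2 in HT29 was already 3.69 at the low dose.

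With wortmannin, 7 lists differed between the lines, with medians of 0.15 for MAPK/ERK output, 0.15 for phagocytosis and lysosome, 0.11 for the stress response, -0.038 for the cell cycle, -0.10 for the NRF2 response, -0.13 for calcium signalling and -1.57 for the interferon response. With p-values adjusted within this contrast 9 lists were called, and 4 of the 40 splits gave as many. The 3 others among these kept the labels of at least 1 line, so this is no test of a difference between the lines. The 32 splits that kept neither gave up to 8 lists, so the number alone says little. Calcium signalling and the interferon response were also called with the estimated correlation. Removal of length and GC trends took calcium signalling from -0.148 to -0.063 and the NRF2 response from -0.133 to -0.066, under 50% of these starting medians. The starting medians differ from those above, and against the -0.10 given there the NRF2 response was not reduced to under 50%. The interferon response did not depend on a single HT29 library, since leaving out each vehicle library gave medians of 1.38 or more. It was not out of reach in SW1783, where 40 of 41 genes had 10 or more mean counts and a median change of -0.03. A cell line dependent effect of wortmannin on interferon signalling stays open as a hypothesis, and with a single set of 3 cultures so does an event in these cultures.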

How the results depend on the processing

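Removal of length and GC trends was the only alternative among these tests that was chosen after seeing the data. A number of DEGs or called lists counted as unchanged within 1.5 times the main number, so that 359 counted as unchanged from 480. A network test counted as unchanged with the same direction and side of the threshold. The correlation and the dose shares had margins of their own. Of the comparisons under alternatives other than leaving out a replicate, 109 were unchanged by these rules and 27 counts or values moved. Another 2 became stronger, 1 became weaker and 1 reversed. For single genes 213 stayed and 2 became weaker, and for lists 221 stayed and 47 became weaker. With a replicate left out, 349 gene results stayed and 7 became weaker, and 477 list results stayed and 21 became weaker. Unless a reason is given, the cause was not tested.

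The adjusted p-value without the fold threshold admits genes with small changes by construction. It gave 9040 genes for the high, 4157 for the medium and 306 for the low dose in SW1783, 1253, 344 and 103 in HT29, 4730 and 2559 for wortmannin in SW1783 and HT29, and 5089 and 2024 for the interactions with ACD and wortmannin. With these genes the BSN in SW1783 had an odds ratio of 1.11 (exact p = 0.191), and the ISN in SW1783 reversed to 0.935 (exact p = 0.703). With all nodes and genes of the table as background, the odds ratios stayed on the same side of the threshold and were 3.32 for the BSN and 2.41 for the ISN in SW1783, and 2.94 and 7.98 in HT29. With adjusted p-values alone hubs passed the threshold in both networks, in opposite directions, with 0.608 in the BSN (exact p = 0.0121) and 2.51 in the ISN (exact p = 0.0252).

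With edgeR the number of DEGs was 809 at the medium and 30 at the low dose in SW1783, 687 with wortmannin in SW1783 and 18 at the low dose in HT29. The share of upregulated genes at the low dose was 60% instead of 81.8% in SW1783 and 55.6% instead of 45.1% in HT29, and of more positive changes in the wortmannin interaction 37% instead of 26.2%. The length and GC alternative gave 37.3% there. The filter on low counts gave 20 DEGs at the low dose (70% upregulated) and 3 for the vehicles in SW1783. Fits on the 2 groups compared gave 6 for the low dose in SW1783 (66.7% upregulated) and 299 for the high dose in HT29, and the vehicle of the other batch gave 5 and 315. Fits on all 18 libraries gave 78 for the low dose in HT29 (34.6% upregulated), and 69.2% upregulated at the low dose in SW1783. Thinned counts gave 0 for the vehicles in SW1783.

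The ratio of SW1783 to HT29 DEGs at the high dose, 7.39, was 8.73 with edgeR, 9.61 with thinned counts and 11.07 with the other vehicle. In every alternative that was run, SW1783 had more DEGs than HT29 at the high and medium doses. TMM-derived size factors left all counts within 1.5 times.

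The replicate number as a block was fitted for all comparisons. Treated libraries shared only a number with the vehicles of their batch, since the correlations of deviations ranged from -0.454 to 0.346 at the high dose in HT29 and from -0.102 to 0.046 over the ACD doses in SW1783. The block gave 201 DEGs for wortmannin in HT29 and 272 genes for the wortmannin interaction. Counts at the high dose were 3297 in SW1783 and 397 in HT29. For the vehicles, where the numbers paired the libraries, it gave 0 in SW1783, and the count of 0 in HT29 stayed. With the block 69 lists were called. The cell cycle list in the wortmannin interaction was lost, and 3 were gained, the interferon response in the ACD interaction (limma adjusted p = 0.044), the TGF-beta pathway in the SW1783 vehicles (limma adjusted p = 7.37e-06) and cholesterol biosynthesis in the HT29 vehicles (limma adjusted p = 0.048). The block changed no other call.

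Each replicate left out in turn gave 3188 to 3367 DEGs at the high, 469 to 511 at the medium and 6 to 13 at the low dose in SW1783, where the 6 came without replicate 1 or 2 of the low dose. In HT29 the ranges were 358 to 576 at the high dose, 88 to 124 at the medium dose (88 without replicate 3 of that dose) and 26 to 50 at the low dose (26 without replicate 2 of the vehicle). Wortmannin gave 301 to 382 in SW1783 and 275 to 385 in HT29, and the vehicles 0 to 3 in SW1783 and 0 to 2 in HT29. The interactions ranged from 2536 to 2810 for ACD and from 409 to 477 for wortmannin. The correlation between the lines ranged from 0.14 to 0.174, and was 0.156 over genes with a mean of 100 or more. Called lists ranged from 65 to 72. The odds ratios ranged from 1.57 to 1.71 for the BSN in SW1783, from 1.69 to 2.68 for the BSN in HT29, from 1.31 to 1.81 for the ISN in SW1783 and from 3.52 to 4.94 for the ISN in HT29. The lowest for the ISN in SW1783 came without replicate 2 of the high dose and no longer passed the threshold (exact p = 0.176). For hubs the range was 0.786 to 0.917 in the BSN and 2.19 to 4.71 in the ISN, where leaving out replicate 3 of the high dose (4.71, exact p = 0.00281), vehicle replicate 1 (3.61) or vehicle replicate 3 (4.06) passed the threshold.

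Of the named genes, calls were lost for ENSG00000256500 with wortmannin in SW1783 in 3 of the fits without a replicate, for MTND4P12 in HT29 in 1 such fit, for ENSG00000280800 at the low dose in HT29 with edgeR and in 2 such fits, and for NGFR in the interaction with edgeR and without vehicle replicate 2 of HT29. No named gene reversed, and 5 combinations of gene and setting had no adjusted p-value. Of the 67 called lists, 32 were also called with the estimated correlation, which charges lists for correlated genes and added none. With fgsea 3 were lost and 9 gained, 2 of them in the SW1783 vehicles, and with fry 8 were lost and 28 gained, among them LTP at all doses of ACD in SW1783.

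Thinning the HT29 libraries to the smallest gave 359 DEGs at the high dose against 480, so depth limited the number. The median SE was 0.121 in HT29 and 0.07 in SW1783, although median depth was similar, and within-group chi-square statistics were larger in HT29. The cause of the larger SE was not tested. Network nodes with few counts had no adjusted p-value and could not be counted, so the shares over all nodes are lower limits.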

Other observations

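The tests on extract carry-over, on histone genes alone, on mitochondrial mRNAs and on the chromosome 21 array for the ribosomal RNAs, on RN7SL RNA, on mislabelling of a library, on vehicle pairs, on the crossed networks, and the counts of other splits within cell lines were chosen only after the results had been seen.

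The numbers of DEGs at the high dose in HT29 were 212 upregulated and 268 downregulated. Both are higher than the values quoted from the study above. Protein-coding DEGs alone were 181 upregulated and 149 downregulated. The balance in HT29 depended on the fit, with 44.2% upregulated as reported, 53.2% of 299 in fits on the 2 groups compared and 54% of 315 with the vehicle of the other batch. In SW1783 there were 1684 upregulated and 1862 downregulated DEGs, of which 1397 and 1435 were protein-coding.

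The mitochondrial ribosomal RNAs rose with ACD in both lines, while most mitochondrial mRNAs fell. The explanations were tested at the medium dose in SW1783, and they stay open where only HT29 is concerned. RNA carried over in the extract would follow the dose, but in SW1783 the share was 1.9 percentage points higher at the medium than at the high dose. Less efficient selection of polyadenylated RNA would raise other transcripts without a poly(A) tail, but replication-dependent histone genes had a median log2 fold change of -0.51 at the medium dose in SW1783, with 0 of 11 higher. Small RNAs without a tail had too few counts to be used as planned, and histone genes also follow the cell cycle, which fell. With length and GC trends removed, MT-RNR1 still changed by 4.42 there. The mitochondrial mRNAs had a median of -0.50, with 10 of 13 lower, so mitochondrial RNA did not rise as a whole. Less complete removal of nuclear ribosomal RNA was not seen in the 4 genes at the chromosome 21 array. They differed by -0.46 in log2 CPM, within SDs of 0.477 in treated and 0.979 in vehicle libraries (n = 3). The array genes named above are annotated as lncRNA genes, so whether they count ribosomal RNA was not established. Less complete removal was therefore not excluded. In HT29 the share did follow the dose, at 1.09%, 2.1% and 11.96%, with MT-RNR1 at -0.22 at the low dose and 4.57 at the high dose. RN7SL1 and RN7SL2, which have no poly(A) tail, rose by 3.59 and 4.13 at the high dose in HT29, as poorer selection would give, but also by 2.68 and 3.69 at the low dose, and the histone genes had -0.53 at the high dose with 1 of 16 higher. Others without a tail did not rise there, with RMRP at -0.013 and RPPH1 at -0.93, and at the medium dose in SW1783 RMRP, RPPH1, RN7SL1 and RN7SL2 were at -4.52, -1.21, -1.14 and -1.19. Carry-over and poorer selection were therefore not excluded in HT29. A candidate explanation that stays open is a change in the processing, stability or polyadenylation of mitochondrial ribosomal RNA under ACD. It was found and tested on the same libraries, and how the preparation removed ribosomal RNA was not known.

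RN7SL1 and RN7SL2 and the chromosome 21 array genes moved at all doses in HT29 by similar amounts. RN7SL RNA differed from vehicle by 3.45, 3.16 and 3.34 in log2 CPM at the high, medium and low doses, and the array by -2.75, -3.14 and -2.79. In the vehicle comparison of HT29 the differences were 0.03 and 0.01, and with wortmannin -0.02 and 0.06. In SW1783 RN7SL RNA moved the other way, by -0.91, -1.14 and -1.42, with an SD of 0.857 between vehicle libraries. With wortmannin in SW1783 it differed by -0.86, with an SD of 0.716 between vehicle libraries, so a fall was also seen without ACD. A dose-dependent response was excluded by the low dose, at 3.69 for RN7SL2. A preparation that differed between vehicle and ACD libraries of HT29, or a response complete at the low dose, may each give this pattern, and they cannot be told apart because every ACD library was treated.

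Replicate 2 of the high dose in HT29 lay apart from replicates 1 and 3. Lower depth was not the reason, since at equal depth the smaller of its chi-square statistics was still 8.69 times that between replicates 1 and 3. A trend on transcript length or GC content was part of it, because the SD across genes of its log2 deviation went from 0.512 to 0.385 once the trends were removed. It was not all of it, since in other groups the SD was at most 0.191. A mislabelled or untreated library was excluded by its mitochondrial ribosomal RNA share of 12.1% and its 1444 counts of CYP1A1. What else set it apart was not tested, and no biological explanation was tested.

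In 6 of 6 cases the closest vehicle library of the other batch was the one with the same replicate number. The 6 cases are consistent with one culture or RNA sample read in both batches, though the libraries differed by more than sampling noise. If so, the comparison of vehicles shows sequencing and preparation differences rather than differences between cultures, and comparisons with the vehicle of the other batch are no independent repeat.

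The stress response list rose at all doses in SW1783. With length and GC trends removed its median at the low dose was 0.20, against 0.19 before, so such trends did not explain it. At this dose only 11 genes were DEGs, and the list test pooled shifts that were too small to call gene by gene. An amino acid or protein folding stress that starts at low doses is a hypothesis, with a test in these libraries alone.

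If the response had been confined to the network of the cell line's own organ, neither ISN nodes in SW1783 nor BSN nodes in HT29 should stand out. ISN nodes in SW1783 had an odds ratio of 1.67 with the criterion for DEGs, which speaks against it. In SW1783 this rests on that criterion, since by adjusted p-value alone the ISN had 0.935 (exact p = 0.703) and the BSN 1.11 (exact p = 0.191). Without replicate 2 of the high dose the ISN had 1.31 there (exact p = 0.176). BSN nodes in HT29 had 1.88 (exact p = 0.00869), and 1.44 by adjusted p-value alone (exact p = 0.0281). With a replicate left out they had 1.69 to 2.68, so for HT29 the values argue against confinement under either criterion. Whether membership of either network goes with more DEGs in SW1783 stays open.

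For each comparison of 3 against 3 libraries there are 10 splits, so a share under 0.1 was out of reach. For the DEGs, only 1 of 10 splits gave as many for each dose of ACD and for wortmannin in both lines. Among the other splits the largest count was 197, at the high dose in HT29, and 5 or fewer in the rest. For the vehicles, 5 of 10 splits gave as many DEGs in SW1783. In HT29 it was 10 of 10, which had to be so with 0 DEGs in the labelled comparison and tests nothing. Of the 4 splits that part all 3 vehicle pairs, only the labelled one had a DEG in SW1783 (1 of 4). For lists with p-values adjusted within a contrast, as many were called in SW1783 in 5 of 10 splits at the high dose, 2 of 10 at the medium, 1 of 10 at the low and 1 of 10 with wortmannin. In HT29 it was 1 of 10 at the high dose, 4 of 10 at the medium, 2 of 10 at the low and 2 of 10 with wortmannin. For the vehicles it was 10 of 10 in both lines, which again had to be so with 0 called lists. Where several splits of a treatment gave as many lists, the number of called lists says little.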
